A study of Mus musculus with 23 samples.

How the data were processed

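The series holds 23 liver RNA-seq libraries from mice, in 4 groups by sex and Aadac genotype. Per the labels' protocols, polyA RNA was selected, strand-specific paired-end libraries were made with dUTP and amplified with 10 PCR cycles, and reads of 150 bases were sequenced. The aligner, the counting program, the genome build and the annotation are not stated in the labels or file headers. The authors deposited a table of raw counts with 47729 rows named by gene symbol. The values the authors deposited there are estimated counts (expected counts), since 2.3% of the nonzero values are fractional. They were rounded to whole numbers for the count models, a departure from the plan, where plain counts had been assumed. The authors also deposited a table of TPM values, scaled by gene length and to the same total in each library, with 2 decimals. For 3 comparisons the authors deposited tables of log2 fold changes with standard errors, p-values and adjusted p-values, made with DESeq2 per the file names. Its version and settings are not stated.

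Of the rows, 23779 had no count in any library. A symbol was repeated in 266 rows, which were kept apart, and 27 rows had a bare number for a symbol, as left by a spreadsheet that reads gene names as dates. Those 27 rows held 0.136% of the counts, were tested, and are never named. Chromosomes were taken by symbol from an annotation of GRCm38, which matched 97.5% of the 23950 rows with a count. Since the authors' build is not stated, no positions are given, only chromosomes and the order of genes.

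Groups and replicate numbers come from the sample titles. Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr by group (14808 genes), scaled with TMM, and fitted with glmQLFit in 1 model of 4 group means without covariates. The contrasts were KO against WT in males and in females, female against male WT, and the sex by genotype interaction. The quasi-likelihood F test was two-sided with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors of log2 fold changes were taken from the F statistics. CPM values are scaled by TMM. Log2 CPM values for list scores and for the correlation between the sexes use a prior count of 2. A level at or under 3 counts was treated as the floor, which lies between 0.0122 and 0.151 CPM before TMM scaling, so the deepest library resolves the lowest levels. Aadac was also compared within each sex by exact permutation of log2(CPM + 0.5).

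Lists of genes were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01. There were 7 lists, for lipogenesis, cholesterol synthesis, fatty acid oxidation, lipolysis and lipid droplets, lipoprotein assembly, the unfolded protein response and the circadian clock. The lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined. Under that rule, Aadac and the 5 sex-linked genes are always named. Each comparison of 2 groups adds the 4 largest rises and the 4 largest falls among genes past the threshold with a mean of at least 2 CPM and no overlap between the groups. Unnamed predicted genes were passed over. The interaction adds up to 6 genes with the smallest p, and each list up to 4 members past the threshold in a KO contrast.

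The alternatives differed between results. DESeq2 size factors, the replicate number as a block, counts thinned to the smallest library and each library left out in turn were used for counts of genes, named genes, lists, the correlation and sex-biased genes. At least 1 CPM in 5 libraries was used for all of these but named genes, and no low-count filter for counts and lists. Fits of only the 2 groups compared were used for counts, lists and named genes, outside the interaction, and a DESeq2 1.42.0 Wald test for counts and named genes. Counts of genes also had stricter thresholds and limma on log2 TPM with pseudocounts of 1 and 0.1, and lists had fry and camera with an estimated correlation. The correlation was also taken without Aadac and over only genes past the threshold, and sex-biased genes at 4-fold. Aadac in each library was tested on library totals alone and on TPM. Libraries of a group differed from one another beyond sampling noise (lowest chi-square per degree of freedom 15.9), which argues against repeat sequencing of 1 library. Separately made libraries would exceed this noise in any case, so the test cannot show that they are independent. Each was counted as 1 replicate by its title. The fit was tested on simulated counts with the real means, spreads and totals and 200 genes changed per group. It recovered 84.5% of the truly changed genes in the male contrast and 91.0% in the female contrast, among 14670 simulated genes. False calls made up 6.1% and 6.2% of all calls there, above the nominal 5%, and 2.2% and 4.1% in the sex and interaction contrasts. The list given a simulated shift in males passed in the male contrast and in the interaction, and no other list passed. Simulated genes varied independently of one another here, so this cannot show how list calls fare when genes of a list vary together. Further departures were choices made after values had been seen. Among them are the clock arm score as covariate, permutation of mice on list scores, the split of WT mice by replicate number, DESeq2 on 2 groups, the correlation without chromosome 3, and the count of lists past the threshold as the summary of the list tests. The tests of neighbouring genes, of Rps3a copies, of depth, of male mislabelling and of the deposited counts were also chosen then, as was the naming of Gm26714. The criteria for sex-biased genes in separate WT mice and for the other Hsd3b genes were set or changed then. The search for single libraries apart from their group was also narrowed then, to the groups a gene was named for and to groups with more than 3 counts in some library.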

Results

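Gene expression was measured by RNA sequencing of polyA-selected liver RNA from male and female mice with or without a global knockout (KO) of Aadac, the gene for arylacetamide deacetylase, a lipid hydrolase of the endoplasmic reticulum that is abundant in liver. The mice were 10 weeks old, had received a western-type diet for 1 week and were killed in the fed state. The 23 libraries fall into 4 groups, with 6 male wild-type (WT), 5 male KO, 6 female WT and 6 female KO mice. Library totals, in M (mega) counts, ranged from 19.8 to 246.4 M with a median of 44.9 M. The male WT libraries held 22.9 to 246.4 M counts, the male KO libraries 44.6 to 79.2 M, the female WT libraries 21.6 to 47.5 M and the female KO libraries 19.8 to 54.2 M. The total of 246.4 M belonged to male WT replicate 6, and the next largest library held 79.2 M. Values per library are given as CPM, counts scaled to the total of each library after adjustment by its TMM factor. Intervals and floors from counts cover counting error only, since the libraries were amplified by PCR.

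Aadac itself was read first in every library. It reached 430 CPM ± 23.1 (SD, n = 6) in male WT and 437 CPM ± 31.0 (SD, n = 6) in female WT livers, with single libraries between 393 and 480 CPM. In KO livers it was at 0.0797 CPM ± 0.0998 (SD, n = 5) in males and 0.125 CPM ± 0.202 (SD, n = 6) in females. The KO libraries held between 0 and 15 Aadac counts each, and 7 of the 11 held 3 counts or fewer, the number treated as the floor. The lowest male WT library exceeded the highest male KO library 1990-fold, and the corresponding ratio in females was 747-fold. Two-sided exact permutation tests of log2(CPM + 0.5) gave p = 0.00216 in each sex, the smallest value these group sizes allow. Library totals alone as scaling and the deposited TPM values gave the same p. Aadac did not differ between female and male WT livers (log2 fold change 0.02, SE 0.22, edgeR adjusted p 0.955). Each genotype label thus matched the Aadac level of its library.

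**Figure D1:**
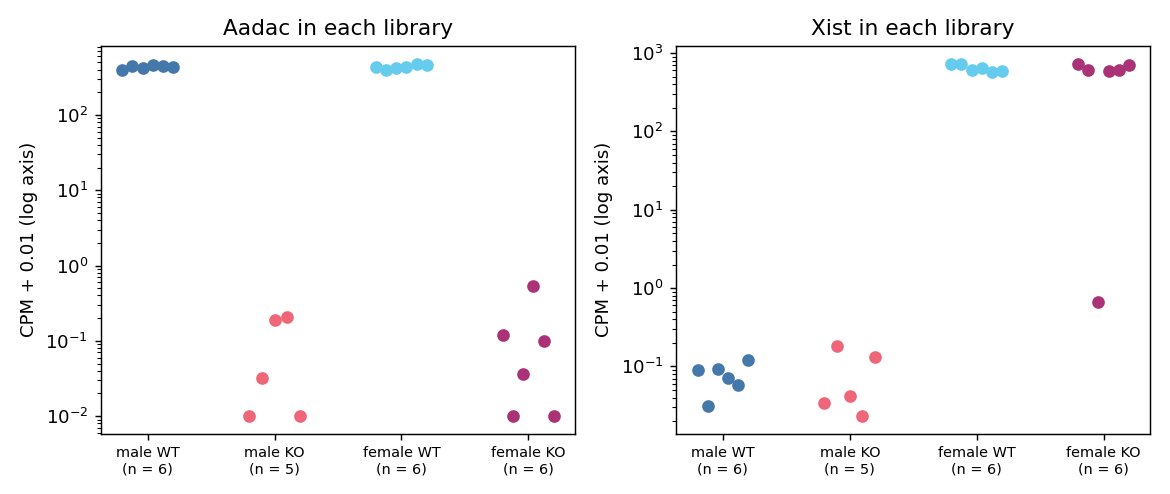
Aadac and Xist in each library, as CPM plus 0.01 on a log axis, with 1 point per library and the 4 groups side by side. Aadac lies between 393 and 480 CPM in all WT libraries and at or below 0.526 CPM in all KO libraries, and 1 female KO library shows Xist at 0.65 CPM where the other female libraries reach 570 CPM or more.

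The sex labels were read from 5 sex-linked genes. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty averaged 70.1, 45.4, 18.5 and 17.8 CPM in male WT livers and had at most 1 count in any female WT library. Set against the floor of 3 counts, they were at least 503-, 326-, 133- and 128-fold higher in male than in female WT livers. Xist, the RNA of the silenced X chromosome, averaged 645 CPM ± 69.1 (SD, n = 6) in female WT and 0.0676 CPM ± 0.0315 (SD, n = 6) in male WT livers. In female KO livers Xist lay between 594 and 727 CPM in 5 libraries and at 0.65 CPM in female KO replicate 3, whose 4 Y-linked genes summed to 0 counts.

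The first comparison asks what loss of Aadac changes in the male liver. Of 14808 genes tested, 198 differed between male KO and male WT at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 115 higher and 83 lower in KO. Of these, 52 changed at least 2-fold, 23 higher and 29 lower. At an unadjusted p under 0.05 there were 2518 genes. The authors' deposited table for this comparison lists 1051 genes with an adjusted p under 0.05, 592 higher and 459 lower, and holds 195 of the 198 genes. The alternative that raised the count most was a DESeq2 Wald test on the male libraries alone, chosen after the data were seen, which gave 1039 genes. An adjusted p under 0.01 left 35 genes. The count also depended on single libraries and ranged from 52 without male KO replicate 1 to 453 without male WT replicate 5. Leaving out male KO replicates 2, 3 or 4 gave 126, 56 or 58 genes, and leaving out male WT replicates 2, 3 or 6 gave 55, 71 or 55.

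Among the named genes, the largest rises in males were those of Rps3a3, Rps3a2, Cd1d2 and Asic5. Rps3a3 rose from 0.116 CPM ± 0.062 (SD, n = 6) to 59.6 CPM ± 2.16 (SD, n = 5), with a log2 fold change of 8.78 (SE 0.21, adjusted p 2.98e-19). Rps3a2 rose from 0.362 CPM to 30.2 CPM, a log2 fold change of 6.28 (SE 0.13, adjusted p 4.41e-20). Both are retrocopies of Rps3a1, with which they can share reads, so their levels are uncertain. Cd1d2, which has a close paralog in Cd1d1, rose from 0.896 to 16.5 CPM and Asic5 from 3.44 to 35.0 CPM, with log2 fold changes of 4.20 (SE 0.15, adjusted p 1.25e-15) and 3.34 (SE 0.27, adjusted p 3.07e-08). The largest falls were in Moxd1, Mme, Selenbp2 and Mup9. Moxd1 fell by 7.06 on the log2 scale (SE 1.12, adjusted p 0.00405), from a WT mean of 49.5 CPM ± 83.7 (SD, n = 6) that rests largely on male WT replicate 6 at 218 CPM; without that library the fall was 5.40. Mme fell from 33.8 CPM ± 5.97 (SD, n = 6) to 1.83 CPM ± 0.151 (SD, n = 5), a log2 fold change of -4.21 (SE 0.38, adjusted p 2.33e-07). Selenbp2 had a log2 fold change of -3.55 (SE 0.70, adjusted p 0.0151), which was -5.33 without male KO replicate 4. Mup9, a member of a multigene family whose members share reads, had a log2 fold change of -2.92 (SE 0.45, adjusted p 0.00129). Cd1d2, Asic5, Mme and Selenbp2 lie on chromosome 3 in GRCm38, the assembly of the annotation used, as does Aadac.

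In females, 30 of the 14808 genes differed between KO and WT at an adjusted p under 0.05, 14 higher and 16 lower, and 18 of them by at least 2-fold. At an unadjusted p under 0.05 there were 1304 genes. The authors' deposited table lists 46 genes with an adjusted p under 0.05, 26 higher and 20 lower, and holds 28 of the 30 genes. The count moved most under a DESeq2 Wald test on all 4 groups, which gave 66 genes, and under a fit of the female libraries alone, which gave 13. Without female KO replicate 3, the library with little Xist, 17 genes passed, and without female WT replicate 3 there were 18.

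The largest rises in females were in the same 4 genes as in males. Rps3a3 rose from 0.0667 CPM to 76.4 CPM ± 4.15 (SD, n = 6) and Rps3a2 from 0.359 CPM to 35.8 CPM ± 3.14 (SD, n = 6), with the same uncertainty over shared reads. Their log2 fold changes were 10.06 (SE 0.24) and 6.68 (SE 0.14), and that of Rps3a3 was 10.83 without female WT replicate 6. Cd1d2 reached 22.7 CPM in KO livers against 1.24 CPM in WT, a log2 fold change of 4.25 (SE 0.15, adjusted p 1.05e-15). Asic5 had a log2 fold change of 2.22 (SE 0.27, adjusted p 4.35e-05), which was 1.77 without female KO replicate 6. The largest falls were in Mme, Hsd3b5, Sucnr1 and Tiam2, with log2 fold changes of -3.36 (SE 0.33), -3.31 (SE 0.37), -2.79 (SE 0.26) and -1.38 (SE 0.25). Mme had a log2 fold change of -4.10 without female KO replicate 1. Hsd3b5, one of a family of similar genes, went from 7.04 CPM ± 4.07 (SD, n = 6) to 0.772 CPM ± 0.427 (SD, n = 6). Sucnr1, the tested gene next to Aadac, went from 43.2 CPM ± 11.2 (SD, n = 6) to 6.22 CPM ± 2.67 (SD, n = 6). Tiam2 lost its call in the fit of the female libraries alone, where its adjusted p was 0.125.

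Whether the sexes responded alike was asked across genes. The lists of changed genes shared 12 genes, and all 12 moved in the same direction in both sexes. Of the 198 genes changed in males, 144 (72.7%) had the same sign in females, and of the 30 changed in females, 26 had the same sign in males. For the correlation, KO changes were taken as differences of mean log2 CPM, scaled within each sex, rather than from the edgeR fit. Across the 14808 tested genes these changes of the 2 sexes, which share no library, had a Pearson r of 0.348 and a Spearman rho of 0.0997. Genes are not independent replicates, so the reference was taken from 1000 permutations of genotype labels within each sex. These gave r between -0.219 and 0.225 in 95% of cases, and a permutation p = 0.001 for the observed r, the smallest they can give. Aadac itself, whose fall is fixed by the genotype, adds to this r, and without Aadac it was 0.271 with a permutation p of 0.007. Leaving out all genes of chromosome 3, Aadac among them, and the retrocopies Rps3a2 and Rps3a3, a step chosen after the data were seen, gave r = 0.137 with a permutation p of 0.189, so the correlation over the remaining genes did not stand apart from permuted labels.

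**Figure D2:**
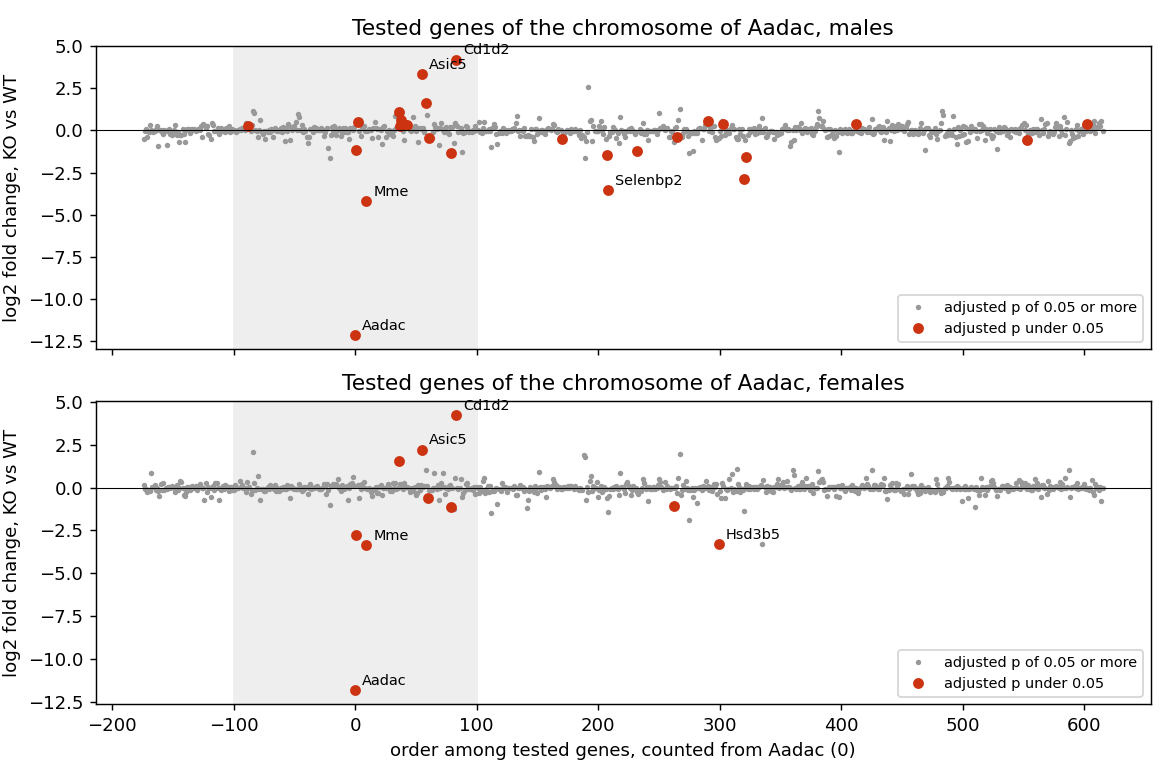
KO log2 fold change of each tested gene of chromosome 3 against its order counted from Aadac at 0, males above and females below, with genes past an adjusted p of 0.05 in red and the 100 tested genes on each side of Aadac shaded. In males 14 of the 200 neighbours other than Aadac passed the threshold, and in females 7 did.

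The sexes were compared in WT livers, a comparison the authors also deposited. At an adjusted p under 0.05, 4049 of the 14808 genes differed, 1946 higher and 2103 lower in females, and 663 of them by at least 2-fold. The authors' deposited table lists 4303 genes, 2102 higher and 2201 lower. Of the alternatives other than a fold-change minimum, an adjusted p under 0.01 moved the count most and left 2469 genes. The genes with the largest rise in females were Cyp3a41a, Cyp3a41b, Cyp2b13 and Cyp3a16, which belong to cytochrome P450 families with near-identical members. No male WT library held more than 2 counts of any of them. Against the floor of 3 counts they were at least 5430-, 5170-, 1580- and 489-fold higher in the mean of female WT livers. The bound for Cyp3a16 was 270-fold without female WT replicate 1, and its lowest female WT library held 0.922 CPM, which is at least 7.34-fold. Moxd1, with 0 counts in the female WT libraries, was at least 355-fold lower there than in the mean of male WT livers, and at least 113-fold without male WT replicate 6. Cyp4a12b, Cyp4a12a and Capn8 had log2 fold changes of -8.79 (SE 0.39), -8.62 (SE 0.41) and -6.77 (SE 0.30), and that of Cyp4a12b was -9.67 without female WT replicate 2.

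Whether the KO effect differed between the sexes was tested with the interaction term. Only 3 of the 14808 genes passed an adjusted p of 0.05, while 1504 had an unadjusted p under 0.05. Hsd3b5 fell more in females than in males, with an interaction of -2.86 on the log2 scale (SE 0.46, adjusted p 0.0181), and lost its call without female KO replicate 1 (adjusted p 0.0787). Its male means were 233 CPM in WT and 170 CPM in KO livers. Tmem19 had an interaction of -0.49 (SE 0.09, adjusted p 0.0497), with 141 and 144 CPM in male and 93.6 and 67.5 CPM in female WT and KO livers, and lost its call in 17 of the 23 fits that each left out one library, among them that without male KO replicate 3 (adjusted p 0.168), and with DESeq2 size factors (adjusted p 0.0529). The remaining gene, Gm26714, with an interaction of -2.34 (adjusted p 0.00267), was named after its values were seen because it lies outside the rule for named genes. A DESeq2 Wald test gave 55 genes for the interaction. Single libraries also moved the count, which was 1, 9 and 8 without female KO replicates 1, 2 and 4 and 8 without female WT replicate 2. The larger number of changed genes in males than in females is therefore not a set of genes shown to differ between the sexes.

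The title of the series concerns the synthesis and turnover of liver fat, and 7 lists of genes for lipid metabolism and related programmes were tested with camera in the 4 contrasts, with adjustment over the 28 tests. In male KO livers the lipogenesis list was higher by a mean of 0.62 on the log2 scale, with 20 of 20 genes up (adjusted p 0.000116). The lists for fatty acid oxidation (mean 0.31, adjusted p 2.55e-05), lipolysis and lipid droplets (0.24, adjusted p 0.0165), cholesterol synthesis (0.20, adjusted p 0.0341) and the circadian clock (0.22, adjusted p 0.0341) were also higher. In female KO livers the lipogenesis list was lower by a mean log2 fold change of -0.21 (adjusted p 0.00212) and the cholesterol synthesis list by -0.26 (adjusted p 3.26e-06), while the fatty acid oxidation list was higher by 0.26 (adjusted p 0.00212). The interaction was -0.83 for lipogenesis (adjusted p 4.42e-11), -0.46 for cholesterol synthesis (adjusted p 5.6e-10) and -0.27 for the clock list (adjusted p 0.0231). In WT livers the lipogenesis and cholesterol synthesis lists were higher in females by means of 0.90 and 0.83 (adjusted p 0.00268 and 2.15e-07). The lipoprotein assembly and unfolded protein response lists passed the threshold in none of the 4 contrasts with all libraries, with adjusted p of 0.28 and 0.167 in males and 0.798 and 0.492 in females. Single libraries decided some of these calls. In males the cholesterol synthesis list lost its call without male KO replicates 4 or 5 or male WT replicates 1, 3 or 6 (adjusted p up to 0.0928), with at least 1 CPM in 5 libraries (adjusted p 0.0618) and with a score of clock genes per mouse as covariate (adjusted p 0.246). In males, calls were also lost by the clock list without male KO replicate 4 (adjusted p 0.0516) and the lipolysis and lipid droplet list without male KO replicate 5 (adjusted p 0.0521). In females the fatty acid oxidation list fell to a mean of 0.14 without female KO replicate 4 (adjusted p 0.14). The interaction of the clock list was -0.19 without female WT replicate 6 (adjusted p 0.0688). The female mean for cholesterol synthesis was -0.107, -0.482 and -0.171 without female KO replicates 3, 4 and 5, and its interaction was -0.291 without female KO replicate 3. For lipogenesis the female mean was -0.135, -0.435, -0.053, -0.538, -0.101 and -0.103 without female KO replicates 1 to 6 in turn.

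Other lists gained a call when a library was left out. The unfolded protein response list was lower in male KO livers without male KO replicate 1 (-0.207, adjusted p 0.0381) or male WT replicate 1 (-0.237, adjusted p 0.0405). Between the sexes it was lower in females without female WT replicate 3 (-0.345, adjusted p 0.0365) or male WT replicate 1 (-0.362, adjusted p 0.0405). The lipolysis and lipid droplet list was higher in female KO livers without female KO replicate 1 (0.22, adjusted p 0.0388). Without female KO replicate 4 the interaction passed for lipolysis and lipid droplets (-0.247, adjusted p 0.0109), fatty acid oxidation (-0.171, adjusted p 0.00647) and lipoprotein assembly (-0.187, adjusted p 0.0276). Without male KO replicate 2 it passed for lipolysis and lipid droplets (-0.153, adjusted p 0.0375) and fatty acid oxidation (-0.111, adjusted p 0.0225). The fatty acid oxidation interaction also passed without female WT replicate 2 (-0.087, adjusted p 0.0322), male WT replicate 4 (-0.162, adjusted p 0.0143) or male WT replicate 5 (-0.112, adjusted p 0.0294).

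The list calls depended on the preset correlation between genes. Under fry, only the cholesterol synthesis list in the sex comparison held (adjusted p 0.0403), and with an estimated correlation no call held. The mean log2 CPM of the lipogenesis genes was between 8.01 and 8.41 in the 5 male KO mice and between 7.27 and 7.97 in the 6 male WT mice, without overlap (two-sided exact permutation p = 0.00433, adjusted p 0.0606 over the 28 tests). The smallest p these group sizes allow, an exact 0.00216, leaves an adjusted p of 0.0606 for a list that reaches it alone. In females the KO mice ranged from 6.85 to 9.27 and the WT mice from 7.79 to 8.80 (two-sided exact permutation p = 0.227). As differences of these scores, the female changes were -0.54 for lipogenesis and -0.46 for cholesterol synthesis, and the interaction was -1.19 and -0.668, larger than the camera means. The mean lipogenesis change in females was -0.05 without female KO replicate 3 (camera adjusted p 0.0839). Of single genes in the lists, 2 passed an adjusted p of 0.05 over all genes in male KO livers. Ces1g rose from 157 to 242 CPM (log2 fold change 0.62, SE 0.15, adjusted p 0.0439) and Lipa from 203 to 247 CPM (0.28, SE 0.07, adjusted p 0.0445). Both were close to the threshold, and Ces1g lost its call in 9 and Lipa in 8 of the 11 fits that each left out one male library, with adjusted p of 0.119 and 0.12 without male KO replicate 1. With thinned counts neither passed (adjusted p 0.0523 for Ces1g and 0.055 for Lipa), and Lipa did not pass with only the 2 groups compared (adjusted p 0.0516). Adjusted over the list alone, 0 of the 20 lipogenesis genes passed in male KO livers, where 5 had an unadjusted p under 0.05, and 0 of 20 passed in female KO livers, where 1 did. Of the 25 cholesterol synthesis genes, adjusted likewise, 1 passed in males, 1 in females and 2 for the interaction, and 0 did so over all genes.

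**Figure D3:**
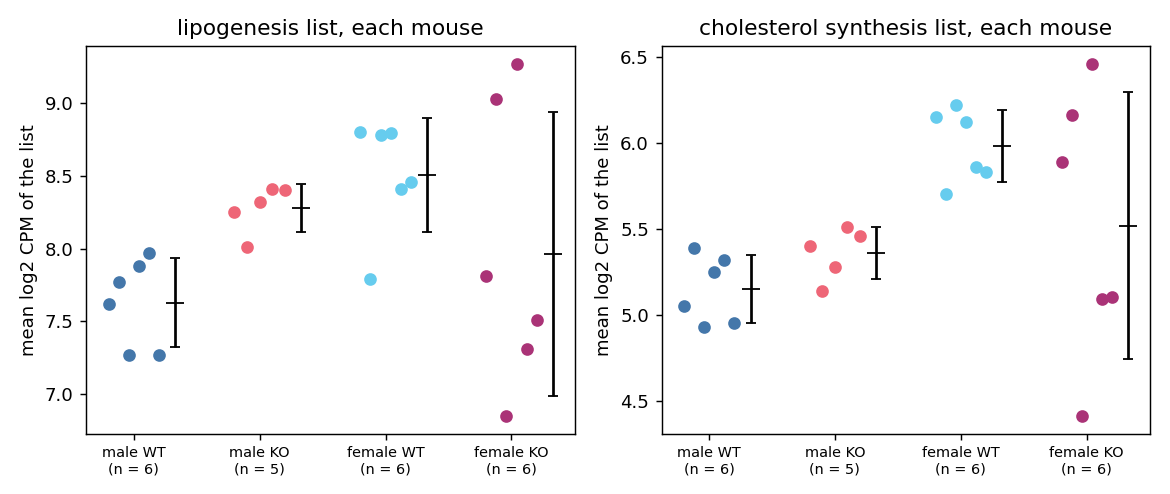
Mean log2 CPM of the lipogenesis list (left) and of the cholesterol synthesis list (right) in each mouse, with the mean and SD of each group as a black mark. The lipogenesis values of the 5 male KO mice lie above those of the 6 male WT mice, and those of the female KO mice spread from 6.85 to 9.27.

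Sex-biased genes were followed in KO livers, using 381 genes at least 2-fold higher in female WT and 282 at least 2-fold higher in male WT livers. In male KO livers the median log2 fold change of the female-high genes was 0.217 and that of the male-high genes -0.207. In female KO livers the corresponding medians were -0.114 and 0.125. The WT libraries serve both contrasts, which alone gives shifts of these signs. In 40 sets of simulated libraries without a KO effect, the female-high genes had medians between 0.039 and 0.128 in males and between -0.111 and -0.039 in females. The male-high genes had simulated medians between -0.082 and -0.013 in males and between 0.011 and 0.108 in females. The observed medians lay outside these ranges, but the simulated genes varied independently of one another, so the ranges lack the variation that genes share between mice and are too narrow. With sex bias and KO effect taken from different WT mice, the female-high median in males was 0.234 and 0.15 in the 2 splits (exact permutation p = 0.0179 and p = 0.0893) and the male-high median -0.148 and -0.037 (exact permutation p = 0.0714 and p = 0.393). In females the female-high median was -0.085 and -0.095 (exact permutation p = 0.548 and p = 0.464) and the male-high median -0.109 and 0.019 (exact permutation p = 0.405 and p = 0.786). The female-high median in males was 0.289 without male WT replicate 4, and the male-high median in males was -0.128 without male WT replicate 6 and -0.154 without female WT replicate 1. In females the female-high median was -0.067 and -0.073 without female KO replicates 3 and 6, and the male-high median 0.08 without female KO replicate 3 and 0.081 without male WT replicate 5. Among genes at least 4-fold sex-biased, the female-high median in KO females was 0.026, on the other side of 0.

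The clock list was also read in each mouse, because the labels give no time of day. A clock arm score was taken as the mean log2 CPM of Arntl, Npas2 and Clock minus that of Dbp, Per3, Nr1d1, Nr1d2 and Ciart, genes of opposite phase. In male WT livers it was -0.20, -1.06, -0.18, -4.13, -3.93 and -2.13 in replicates 1 to 6, and in female WT livers -0.98, 0.83, -0.92, -3.35, -2.99 and -3.93. Male KO livers lay between -3.38 and -2.30 and female KO livers between -3.44 and -1.25. The difference of the arms between KO and WT was -1.12 in males and -0.70 in females, within the spread between mice (two-sided exact permutation p = 0.203 and p = 0.422). With this score as a covariate, chosen after the data were seen, 129 genes changed in males and 36 in females.

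**Figure D4:**
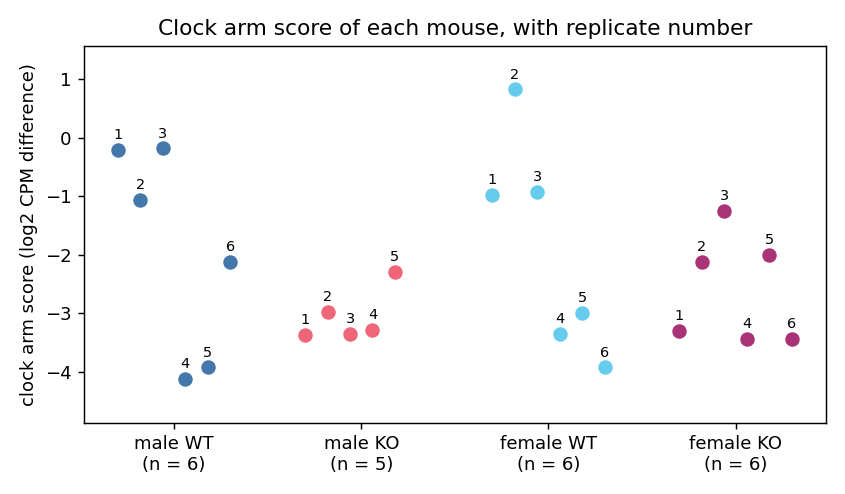
Clock arm score of each mouse, as a difference of mean log2 CPM, with 1 point per mouse marked by its replicate number and the 4 groups side by side. WT replicates 1 to 3 of both sexes lie between -1.06 and 0.83 and WT replicates 4 to 6 between -4.13 and -2.13.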

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

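The tests on list scores, on male mislabelling and on depth were chosen after the results they bear on had been seen, and the tests of X-linked genes before. The test of the other Hsd3b genes was written before, but its criterion was changed after its value had been seen.

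Xist was at 0.65 CPM in female KO replicate 3, against 594 to 727 CPM in the other 5 female KO libraries. Genotype does not separate this library from those 5. A male sample under a female label is argued against by the sum of 0 counts over 4 Y-linked genes, and low depth by its total of 36.5 M (mega) counts, which is above that of 7 of the other 11 female libraries. Active copies of both X chromosomes would raise X-linked genes, but the median of 308 X-linked genes relative to autosomes was -0.061 on the log2 scale, against -0.05 to 0.065 in the other female libraries. The remaining tested explanation is a single X chromosome. It requires lower levels of genes that escape X inactivation, and the 6 escape genes examined averaged -0.515 on the log2 scale relative to the other female libraries, whose own values lay between -0.112 and 0.123, while males averaged -0.319. Each of the 6 genes was below its range in the other female libraries. Kdm5c, Kdm6a and Eif2s3x, at 45.2, 11 and 65.3 CPM, were also below the lowest male libraries (51.6, 13.5 and 69.5 CPM). Ddx3x, 5530601H04Rik and Pbdc1 lay within the male range. For the former genes the fall thus goes past the level of males, which also have 1 X chromosome. A mouse or liver with 1 X chromosome remains a hypothesis, and karyotype was not measured. This library also had the lowest lipogenesis score of all 23, at 6.85, and without it the count of genes changed in females was 17.

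The interaction test found KO changes that differed between the sexes in 3 genes and 3 lists. For single genes the interactions were -2.86 for Hsd3b5, -0.49 for Tmem19 and -2.34 for Gm26714. Gm26714 averaged 0.366 CPM in male WT and 1.47 CPM in male KO livers, against 0.444 and 0.368 CPM in female WT and KO livers. Reads moved from Hsd3b5 to similar genes would raise these in female KO livers, but the other Hsd3b genes of chromosome 3 changed by -63.2 CPM in sum, which would hide a gain of the size of the fall in Hsd3b5, from 7.04 to 0.772 CPM. Moved reads and lower expression of Hsd3b5 thus cannot be told apart. Splits of the mice speak against reading the count itself: 3 of the 40 groupings drawn, the real one included, gave 3 or more genes, and another one gave 61. Hsd3b5 lost its call without female KO replicate 1 (interaction -2.65, adjusted p 0.0787) and Tmem19 in 17 fits of 23, with an adjusted p of 0.168 without male KO replicate 3, as well as with DESeq2 size factors (adjusted p 0.0529). A biological difference in the response of the sexes stays open and untested beyond these values.

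For lists the interactions were -0.83 for lipogenesis, -0.46 for cholesterol synthesis and -0.27 for the circadian clock. Genes of 1 list vary together between mice, which the preset correlation of camera may understate. Permutation of genotype within each sex gave p = 0.0147 for the lipogenesis score, so variation between mice alone is argued against there, although its adjusted p over the 28 list tests was 0.0693. The same permutation gave p = 0.0597 for cholesterol synthesis and p = 0.14 for the clock list, for which variation shared between mice remains sufficient. Within males the lipogenesis score differed with exact permutation p = 0.00433. Within females the exact permutation gave p = 0.227, so the fall in females is within the variation between mice. The clock list's interaction lost its call without female WT replicate 6 (-0.188, adjusted p 0.0688).

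Single libraries stood apart in 15 of the 100 sets of 5 or 6 libraries examined, where chance gives about 1 in 20, or 5. Before the search was narrowed, after its outcome had been seen, to groups a gene was named for and groups with more than 3 counts in some library, it had set apart 28 libraries in 133 sets, where chance gives 6.7. Male WT replicate 6 had 246 M counts against 22.9 to 49.9 M in the other male WT libraries, and 218 CPM of Moxd1 against 2.43 to 37.4 CPM. Scaling to depth cannot produce the second value, and thinning all libraries to one total left the Moxd1 log2 fold change at -7.29. In male KO livers, replicate 1 stood apart for Moxd1 (0.048 CPM) and Mme (2.09 CPM), replicate 4 for Selenbp2 (246 CPM, against 12.9 to 25 CPM) and Ddx3y (60.3 CPM). In female KO livers, replicate 1 stood apart for Mme (16.1 CPM, against 2.03 to 5.28 CPM), replicate 4 for Aadac (0.526 CPM, from 15 counts) and replicate 6 for Asic5 (33.2 CPM, against 7.82 to 14.3 CPM). In female WT livers, replicate 2 stood apart for Cyp2b13 (29.8 CPM, against 181 to 270 CPM) and replicate 5 for Capn8 (0.157 CPM). In male WT livers, replicate 1 stood apart for Kdm5d (20 CPM) and Eif2s3y (35.3 CPM) and replicate 4 for Cyp4a12b (315 CPM). Selenbp2 and Asic5 kept their calls without the library concerned. No biological explanation was tested for these single libraries, since nothing in the labels sets them apart.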

How the results depend on the processing

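Aadac kept its direction and side of the threshold in each sex under both alternatives. The count of 4049 genes for sex in WT livers stayed between 3170, with limma on log2(TPM + 1), and 4367, with the clock score, under the other alternatives, except for the stricter thresholds, which by construction leave fewer genes (2469 at an adjusted p under 0.01 and 663 at 2-fold). The same thresholds left 35 and 52 genes in males, 16 and 18 in females, and 1 for the interaction at an adjusted p under 0.01.

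The male count of 198 depended on the model. It was 302 with only the 2 groups compared, 571 with a DESeq2 Wald test and 1039 with that test on the 2 groups alone. Without a low-count filter it was 113 and with thinned counts 114. With a clock arm score per library as covariate, chosen after the data were seen, it was 129. Across the 11 fits that each left out one male library it went from 52 to 453, with 52, 126, 56 and 58 without male KO replicates 1 to 4 and 55, 71, 453 and 55 without male WT replicates 2, 3, 5 and 6. The female count of 30 was 66 with DESeq2, 13 with only the 2 groups, and 17 to 45 across the 12 fits that left out a library, with 17 without female KO replicate 3 and 18 without female WT replicate 3. The interaction count of 3 was 55 with DESeq2, 1 with limma on log2 TPM at either pseudocount, and 1 to 9 across 23 fits, with 1, 9 and 8 without female KO replicates 1, 2 and 4 and 8 without female WT replicate 2. The cause was not tested beyond the model used.

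The replicate numbers do not pair KO with WT mice within a sex. Only 1 of the 5 same-numbered pairs in males and 0 of 6 in females had a correlation of deviations above 0.1, and the lowest was -0.28. Between the WT sexes 2 of 6 pairs were above 0.1. Their values ran from 0 to 0.17, with a mean of 0.09 against -0.02 for pairs of other numbers. The clock arm score also split the WT mice of both sexes by replicate number. With the replicate block there were 132 genes in males, 29 in females, 3996 for sex and 1 for the interaction. The median of the male-high genes in KO males was -0.102 with the block, and the clock list in females had a mean of 0.010 there. Hsd3b5 and Tmem19 did not pass for the interaction with the block (adjusted p 0.0998 and 0.207), nor Lipa (adjusted p 0.0712) and the cholesterol synthesis list (0.153, adjusted p 0.0801) in males. The lipogenesis list in females had a mean of -0.397 and the clock list in males of 0.361, and the log2 fold changes of Moxd1 and Selenbp2 in males were -4.80 and -4.47.

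For lists, 5 passed in males, 3 in females, 2 for sex and 3 for the interaction. Under fry these counts were 0, 0, 1 and 0, with an estimated correlation 0 in each, and under permutation of mice on list scores, added later, 0 in each. That last test could hardly pass a single list, since the smallest exact p in a comparison of 2 groups, 0.00216, leaves an adjusted p of 0.0606 over the 28 tests. The count in males was 3 with at least 1 CPM in 5 libraries, where cholesterol synthesis and the clock list (adjusted p 0.0562) were lost. It was 2 with the clock score, where cholesterol synthesis and lipolysis and lipid droplets (adjusted p 0.132) were lost. The clock list was lost there too (adjusted p 0.0891), but the score is made of genes of that list, so this says nothing about how robust its call is. The count for sex was 4 without a filter, where lipolysis and lipid droplets (adjusted p 0.0256) and the unfolded protein response (adjusted p 0.0279) passed. The former also passed with only the 2 groups compared (adjusted p 0.012), and the interaction of fatty acid oxidation without a filter (adjusted p 0.0431). Leaving out libraries gave 3 to 6 lists in males, with 3 without male KO replicate 4 or 5, and 2 to 6 for the interaction, with 6 without female KO replicate 4 and 5 without male KO replicate 2.

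Some signs turned. Leaving out single libraries gave -0.105 to 0.031 for the clock list in females, -0.048 to 0.112 for it between the sexes, -0.171 to 0.030 for the interaction of fatty acid oxidation, -0.004, without female KO replicate 4, to 0.220 for lipolysis and lipid droplets in females, -0.052 to 0.070 for lipoprotein assembly and -0.022 to 0.063 for the unfolded protein response in females, and -0.006 to 0.051 for Aadac between the WT sexes. On list scores the clock list in females was 0.025 and lipoprotein assembly -0.003, and with the clock score the latter was -0.003. The male-high median in KO females, 0.125, was -0.109 with sex bias taken from WT replicates 1 to 3, and the female-high median there, -0.114, was 0.026 for genes at least 4-fold sex-biased. The cause was not tested.

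The correlation between the sexes was 0.271 without Aadac and fell to 0.137 without chromosome 3 and the retrocopies. Over genes changed in either sex it was 0.820, a description only, since the genes were picked by their KO effect and include Aadac. In KO males, the female-high median was 0.417 and the male-high median -0.412 for genes at least 4-fold sex-biased. With sex bias taken from WT replicates 1 to 3 and KO effects against replicates 4 to 6, the male-high median was -0.148 in males. With the replicates exchanged, the female-high median in males was 0.150 and the male-high median -0.037. Leaving out libraries gave 0.193 to 0.289 for the female-high genes in males, the highest without male WT replicate 4, and -0.235 to -0.128 for the male-high genes, with -0.154 without female WT replicate 1 and -0.128 without male WT replicate 6. Of the values for named genes under an alternative, 575 kept their direction and call, 43 lost the call and 2 changed sign. Of those lost, 17 were for Tmem19, 9 for Ces1g and 8 for Lipa when a library was left out. Of the list and other tests, 624 kept their call, 55 lost it, 17 gained it and 17 changed sign. Hsd3b5 has no adjusted p in the DESeq2 interaction test.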

Other observations

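The tests of neighbouring genes, of Rps3a copies, of depth, of the correlation without chromosome 3, of sex-biased genes in separate WT mice and of the deposited counts were chosen after their results or the pattern had been seen. The tests of spread, of clock arms and of other groupings were written down before.

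Genes that changed in KO livers gathered near Aadac. Of the 200 tested genes nearest to it, 100 on each side, 14 (7%) changed in males, against 171 of 14018 (1.22%) on other chromosomes (two-sided Fisher's exact p = 3.49e-07). In females 7 (3.5%) changed, against 20 (0.143%) on other chromosomes (Fisher's exact p = 6.86e-08). Of the 589 genes on the rest of chromosome 3, 12 (2.04%) changed in males and 2 (0.34%) in females. Against other chromosomes these gave Fisher's exact p = 0.0869 and p = 0.222. Genes are not independent replicates, so all these p-values may be too small. Between the WT sexes the same 200 genes showed no such excess (23.5% against 27.5%). Of the 11 genes other than Aadac changed in both sexes, 6 were among these neighbours, all on one side of Aadac, up to 83 tested genes away. A candidate explanation is that strain variants from the embryonic stem cells or donor strain remained around the knockout allele. An effect of the deletion itself on its closest neighbours, such as Sucnr1, is not excluded, and genotypes of the region were not analysed here.

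Rps3a1, at 79 tested genes from Aadac, fell while its retrocopies on chromosomes 13 and 14 rose. In females Rps3a1 went down by 120 CPM and the 2 retrocopies went up by 112 CPM, so that the sum in KO livers was 96.3% of the WT sum (exact permutation p = 0.318). In males the changes were 125 and 89.3 CPM and the sum was 82.7% of WT (exact permutation p = 0.00433), while 73 of 74 other ribosomal protein genes were also lower, with a median log2 fold change of -0.31. This is consistent with reads of a variant Rps3a1 being assigned to its copies, rather than with expression of the copies.

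The correlation between the sexes rests in part on Aadac, without which it fell from 0.348 to 0.271 (permutation p = 0.007). Without all genes of chromosome 3, Aadac included, and the 2 retrocopies it was 0.137, inside the range of permuted labels, so genes on that chromosome and the copies may account for the rest. The test took out the whole chromosome and does not single out the region next to Aadac.

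The count of genes in males was larger than in females. Depth is argued against as the whole cause, since thinning to equal totals left 114 genes in males and 31 in females. The median within-group SD of log2 CPM was 0.158 in females and 0.128 in males. The main fit estimated the spread of each gene over both sexes together, so this difference cannot by itself explain the smaller female count there. For genes that vary more in females, the shared estimate can make p-values too small in females and too large in males. Fits of each sex alone gave 302 genes in males and 13 in females, a wider gap, to which spread may contribute. The count was larger still in the authors' deposited table, with 1051 genes in males, and DESeq2 on the 2 groups alone gave 1039, so the choice of test and of samples in the fit is sufficient to account for the difference from 198.

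Other groupings of the mice were fitted 40 times per comparison, the real one included. For males 1 of the 40 gave as many genes as the real one, the real one itself, and the highest of the others gave 14. For sex in WT livers it was 1 of 40, with 1006 genes at most in another. For females it was 2 of 40. The other grouping there gave 38 genes and differed from the real one only by exchanging replicate 2 of each group. It kept the labels of all other female mice, so it is not free of the genotype difference. Whether its 38 genes include the 30 of the real grouping was not examined. The female count is thus not set apart from other groupings by this test. For the interaction it was 3 of 40, and another grouping gave 61 genes against 3 in the real one.

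Clock genes split the WT mice. The clock arm score was -1.06 or higher in WT replicates 1 to 3 of both sexes and -2.13 or lower in WT replicates 4 to 6. The labels give no time of day and no batch, and mice were not regrouped by the score for any test. A difference in harvest time between genotypes could move the arms apart, but the male difference of -1.12 was within the spread (exact permutation p = 0.203), because the WT mice themselves differ widely. Harvest time and genotype cannot be told apart for the clock list in males, since the libraries with the highest scores are all WT. The same split of WT mice by replicate number was used to separate sex bias from KO effect, so those values carry the clock difference too.

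Sex-biased genes shifted in KO livers, but the WT libraries serve both the sex bias and the KO effect. Simulated genes varied independently, so the simulated ranges lack the variation that genes share between mice and exclude nothing here. The shared libraries are removed by taking sex bias and KO effect from different WT mice, which leaves few mice per test. In males the female-high medians were then 0.234 and 0.15 (exact permutation p = 0.0179 and p = 0.0893) and the male-high medians -0.148 and -0.037 (exact permutation p = 0.0714 and p = 0.393). In females the female-high medians were -0.085 and -0.095 (exact permutation p = 0.548 and p = 0.464). For the female-high genes in males the median was 0.217 with shared libraries and 0.234 and 0.15 without them. Shared libraries are thus argued against as the only source of that shift. The larger of its exact permutation p-values was 0.0893, so variation between mice stays open, as does the clock difference. For the male-high genes in males and the female-high genes in females the sign held, but shared libraries and an effect of the KO cannot be told apart. In females the male-high median changed sign (-0.109 and 0.019, exact permutation p = 0.405 and p = 0.786), so shared libraries are sufficient for it.

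Marker lists fixed in advance gave no gene past an adjusted p of 0.05 over all genes in either KO contrast. At an unadjusted p under 0.05 there were 2 adipose tissue genes in each sex, 1 red blood cell gene in males and 1 pancreas gene in females. Adjusted over the list alone, 2 adipose tissue genes passed in males, and 1 adipose tissue and 1 pancreas gene in females. The median log2 fold changes in males and females were -0.19 and 0.18 for 12 leukocyte genes, 0.13 and 0.25 for 5 red blood cell genes, 0.34 and 0.22 for 3 adipose tissue genes and -0.40 and -0.23 for 2 pancreas genes, the other listed genes being under the count filter.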
